# MicroRNA expression data of pluripotent and somatic cells and identification of cell type-specific MicroRNAs in pigs

**DOI:** 10.1016/j.dib.2020.106563

**Published:** 2020-11-21

**Authors:** Jong-Nam Oh, Dongchan Son, Kwang-Hwan Choi, Jae Yeon Hwang, Dong-Kyung Lee, Seung-Hun Kim, Mingyun Lee, Jinsol Jeong, Gyung Cheol Choe, Chang-Kyu Lee

**Keywords:** MicroRNA (miRNA), Pig, Pluripotency, Blastocyst, Embryonic stem cell-like cells, Embryoid body, Fetal fibroblasts

## Abstract

Typical models of pluripotency, humans and mice, have been used to analyse the characteristics of pluripotent stem cells. However, these species exhibit molecular differences in many aspects. With similar physiology and genomics as humans, pigs are promising model for the research of pluripotency. The data of porcine pluripotent cells would be helpful in understanding the molecular network of human pluripotency. Pluripotent cells of humans and mice exhibit specific MicroRNA (miRNA) expression patterns to maintain the pluripotent state. Information about miRNA expression in pig pluripotent cells is not sufficient, so we analysed miRNAs in pluripotent (blastocysts and ES-like) and somatic cell samples (PEB and PFF). We screened cell-type specific miRNAs and identified their target genes. Functional annotation of the target genes was also conducted. Our data may facilitate miRNA-based induction and maintenance of the pluripotent state of porcine cells and provide support to fill the gap between the pluripotency networks of humans and mice.

## Specifications Table

**Table:** 

Subject	Bioinformatics
Specific subject area	MicroRNA (miRNA) sequencing data and target prediction
Type of data	RNA sequencing data, Table, Figure
How data were acquired	Samples were prepared as decribed below. - Blastocysts; Maturated oocytes were electroactivated with an electric pulse and cultured in 7 days. - Pig fetal fibroblasts; Cells were obtained from 30-day-old fetuses. - Embryonic stem cell-like (ES-like) cells; Expanded blastocysts on day7 were used to derive ES-like cells. - Embryoid bodies; ES-like cell colonies were detached and suspension cultured in hanging-drops. Next generation sequencing using HiSeq2500 and additional analysis. - Adapters were applied on miRNAs isolated from samples. - Sequencing was performed using HiSeq2500 (Illumina) - Quality of the reads were checked and adapters were trimmed out. - All small RNAs were quantified. - Reads were normalized within samples and categorized using miRDeep2. - Sample-specific miRNAs were listed and their target genes were predicted.
Data format	Raw data in FASTQ file, Filtered and Analysed
Parameters for data collection	Sequencing reads were quality checked and miRNAs were filtered by length from the reads. Reads that were uploaded on miRDeep2 based in miRBase were categorized into ‘reported’ and the other sequences were defined as ‘novel’ miRNAs. Expression levels of each miRNAs were normalized among samples. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms were used for target prediction analysis.
Description of data collection	Small RNAs were extracted from cell line and blastocyst samples and used to prepare RNA libraries. Sequencing reads were produced from RNA libraries using HiSeq2500 (Illumina) and miRNAs were filtered from the whole reads. All miRNAs were categorized as reported or novel miRNAs using miRDeep2. Sample or pluripotency specific miRNAs were sorted and used on target prediction.
Data source location	Institution: Seoul National University City/Town/Region: Seoul Country: Korea
Data accessibility	With the article and on a public repository Repository name: GEO database of NCBI Data identification number: GSE152934 Direct URL to data: https://identifiers.org/geo:GSE152934 Repository name: figshare Direct URL to data: https://doi.org/10.6084/m9.figshare.12622721.v3

## Value of the Data

• We present microRNA profiles of pluripotent and non-pluripotent cells in pigs. The list of miRNAs can provide a standard for the study of pluripotency and it can be utilized in many directions in the field of stem cells.
• Our data will help researchers who need pig-specific criteria to establish pluripotent cells. The list of pluripotent-specific miRNAs can be used to evaluate the pluripotent status of established cell lines, also can be used to support the induction of pluripotent cells from diverse origins.
• miRNAs on our data can be used directly to induce pluripotent cells, also they can be used to identify the status of cells. Our data will broaden the insight into the pluripotent status of cells in pigs.

## 1 Data Description

Sequencing data was generated by HiSeq2500. Cell type-specific miRNAs were determined using normalized expression levels. Raw data files were uploaded on NCBI website.

https://identifiers.org/geo:GSE152934

Datasets and figures are uploaded on figshare.

https://doi.org/10.6084/m9.figshare.12622721.v3

### 1.1 Sample preparation and miRNA extraction

Blastocysts (BLs) were generated by parthenogenetic activation in vitro as described in our previous works [1]. The embryos produced in vitro were stored at −80 °C until use. Dataset 2 contains sample and sequencing information. Pig fetal fibroblasts (PFFs) were cultured, and porcine embryoid bodies (PEBs) were derived from embryonic stem cell-like (ES-like) cells as previously described [2]. Extraction of miRNA was conducted using a mirVANA miRNA Isolation kit according to the manufacturer's instructions (Invitrogen, Carlsbad, CA).

### 1.2 Quality control and assessment of miRNA expression

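Small RNA libraries of 5 samples were analysed. BL_1 and BL_2 were pools of parthenogenetic blastocysts, which develop from oocytes activated without sperm. The ES-like cells, an embryonic stem cell-like line grown on mouse feeder cells, and the cells from which the PEBs were aggregated were both at passage 19, and the PFFs were at passage 9. BLs had 2 libraries and each other cell type had 1, so differences between ES-like cells, PEBs and PFFs have no replicate check. The authors aligned the trimmed reads with Bowtie, counted them on miRNAs of miRBase with miRDeep2 and deposited the counts without normalization. The table of reported miRNAs had 493 rows, each a pair of a mature miRNA and a precursor, for 411 mature names, and 327 of these names had a read in at least 1 library. Mature miRNA reads numbered 113743 in BL_1, 2782150 in BL_2, 6372500 in ES-like cells, 15849954 in PEBs and 27071931 in PFFs. At these depths, a miRNA without a read (a limit of 3 counts) could still be present at up to 26.4 reads per 1000000 mature miRNA reads (RPM) in BL_1 and 0.111 RPM in PFFs. Counts of a mature miRNA were summed over its precursor rows. These sums, multiplied by a constant for each library, gave the normalized values of the authors' supplementary table with a largest relative difference of 0.0355%. The 58 miRNAs with more than 1 precursor row held from 22.0% of the reads in PFFs to 44.2% in PEBs, and the files do not show whether a read was counted at several precursors. Intervals given for shares of reads cover counting error only, because reads of PCR-amplified libraries are not independent molecules.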

HiSeq2500 (Illumina) was used for RNA sequencing (Dataset 1). Raw data from sequencing (GSE152934) was used for following analysis. To exclude low quality reads, sequenced reads that were shorter than 17 base pairs or lacked adaptor sequences were filtered out. Less than 10% of the reads were sifted out in every sample. Adaptor sequences in the remaining reads after filtering were trimmed out by Cutadapt. According to the FastQC test, the quality of the samples was sufficient for further analysis. The quality of the filtered reads was checked based on their length distribution (Fig. 1). Length distributions of the cultured cells showed steep peaks at a length of 23–24 nucleotides, but wide peaks were observed at a length of 32 nucleotides in the BL samples. All captured small RNAs were grouped into RNA categories using ENSEMBL/GENCODE annotations (Fig. 1). Ratios of miRNAs to whole small RNAs were 8.8% in BL_1, 18.7% in BL_2, 76.7% in ES-like cells, 67.0% in PEBs and 60.8% in PFFs. 

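Of the 327 reported miRNAs with a read in any library, 215 had at least 1 read in BL_1, 275 in BL_2, 309 in ES-like cells, 306 in PEBs and 315 in PFFs. The order followed the depth of the libraries only in part. When the reads of each library were thinned to the depth of BL_1 (mean of 100 draws), on average 224 reported miRNAs had a read in BL_2, 246 in ES-like cells and 238 in PEBs, and PFFs had slightly fewer than BL_1. With a minimum of 10 reads, BL_1 had 120 reported miRNAs. Under minimums of 5 and 10 reads and thinning, this was the only count of reported miRNAs to change by more than 1.5 times. The table of miRNAs predicted outside miRBase listed 783 loci on the pig genome of Ensembl release 72. A locus without a prediction in a library had no count there, which is not the same as 0 reads. Predictions with reads numbered 44 loci in BL_1, 352 in BL_2, 241 in ES-like cells, 251 in PEBs and 314 in PFFs. The most abundant reported miRNA was ssc-miR-371-5p in both BL libraries, with 32.5% of the reads of BL_1 (95% Wilson interval 32.2 to 32.7%) and 29.6% of those of BL_2 (29.6 to 29.7%). In ES-like cells it was ssc-miR-148a-3p with 16.0% of the reads (16.0 to 16.0%). In PEBs and PFFs it was ssc-miR-21, with 18.9% (18.9 to 18.9%) and 52.3% (52.3 to 52.3%) of the reads.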

The screened miRNAs were classified as reported or novel miRNAs, and their expression levels were normalized (Dataset 3, Fig. 2A and B). Tag Count Comparison was used as the normalization method [3].

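In the normalized values, 1 read was worth 114 units in BL_1, 4.22 in BL_2, 1.23 in ES-like cells, 0.509 in PEBs and 0.507 in PFFs. A read in BL_1 gave the normalized value that 225 reads gave in PFFs. The scale between libraries was compared with that of edgeR's TMM factors, computed on the same counts. Relative to PFFs, the authors' values were 1.71 times those of TMM in BL_1, 1.46 times in BL_2, 1.58 times in ES-like cells and 0.994 times in PEBs. A miRNA thus lay higher in the 3 libraries of pluripotent cells, compared with PEBs and PFFs, under the authors' normalization than under TMM. Relative to PFFs again, the authors' values were 0.946 times RPM in BL_1, 0.856 times in BL_2, 0.569 times in ES-like cells and 0.588 times in PEBs.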

**Fig. 1:**
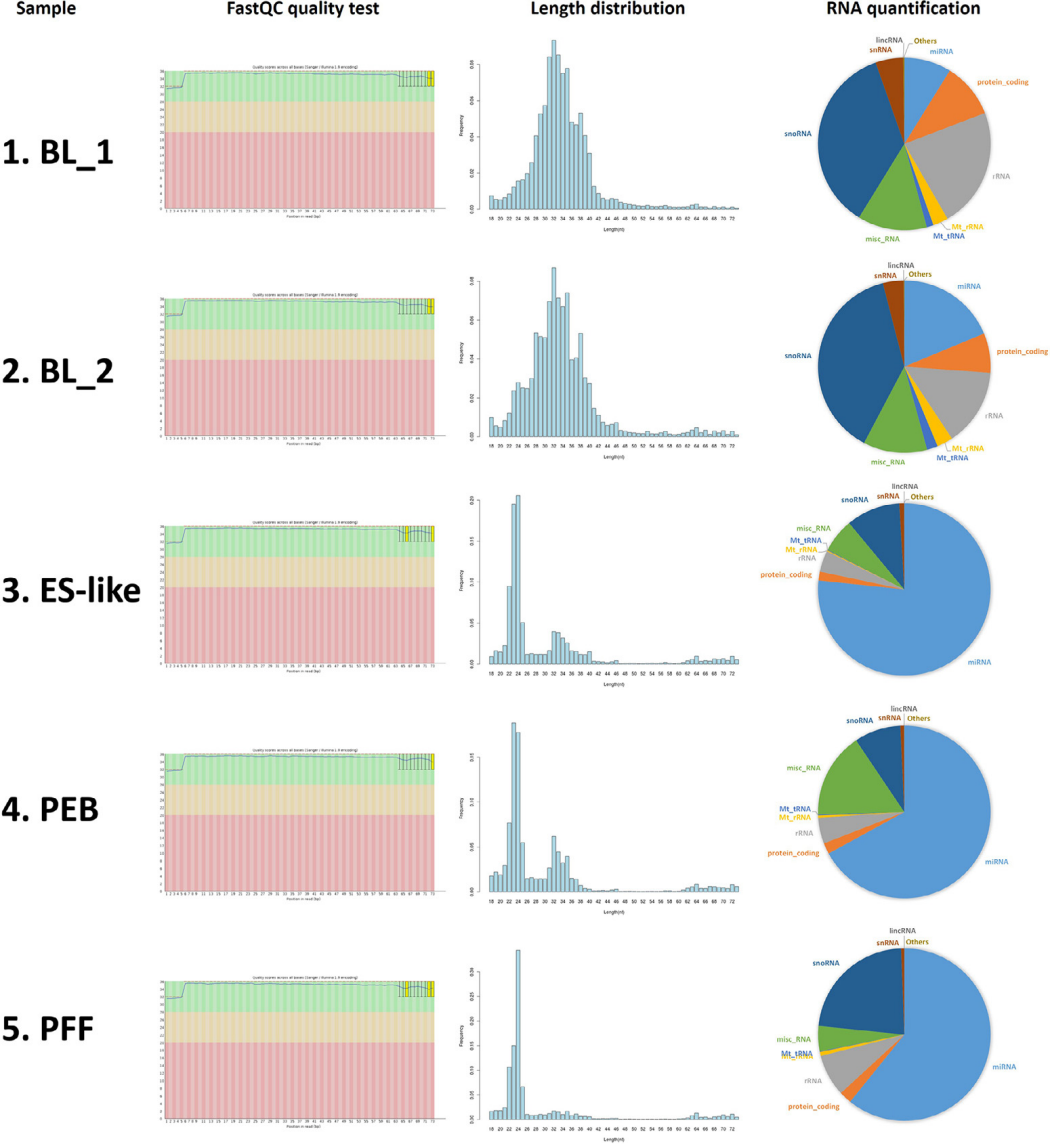
Quality control data of samples. (BL_1, BL_2; porcine day 7 blastocysts, PES; porcine embryonic stem cell, PEB; embryoid bodies from PES, PFF; porcine fetal fibroblasts) Result of FastQC quality test, length distribution of read and RNA ratio of each class were presented.

**Fig. 2:**
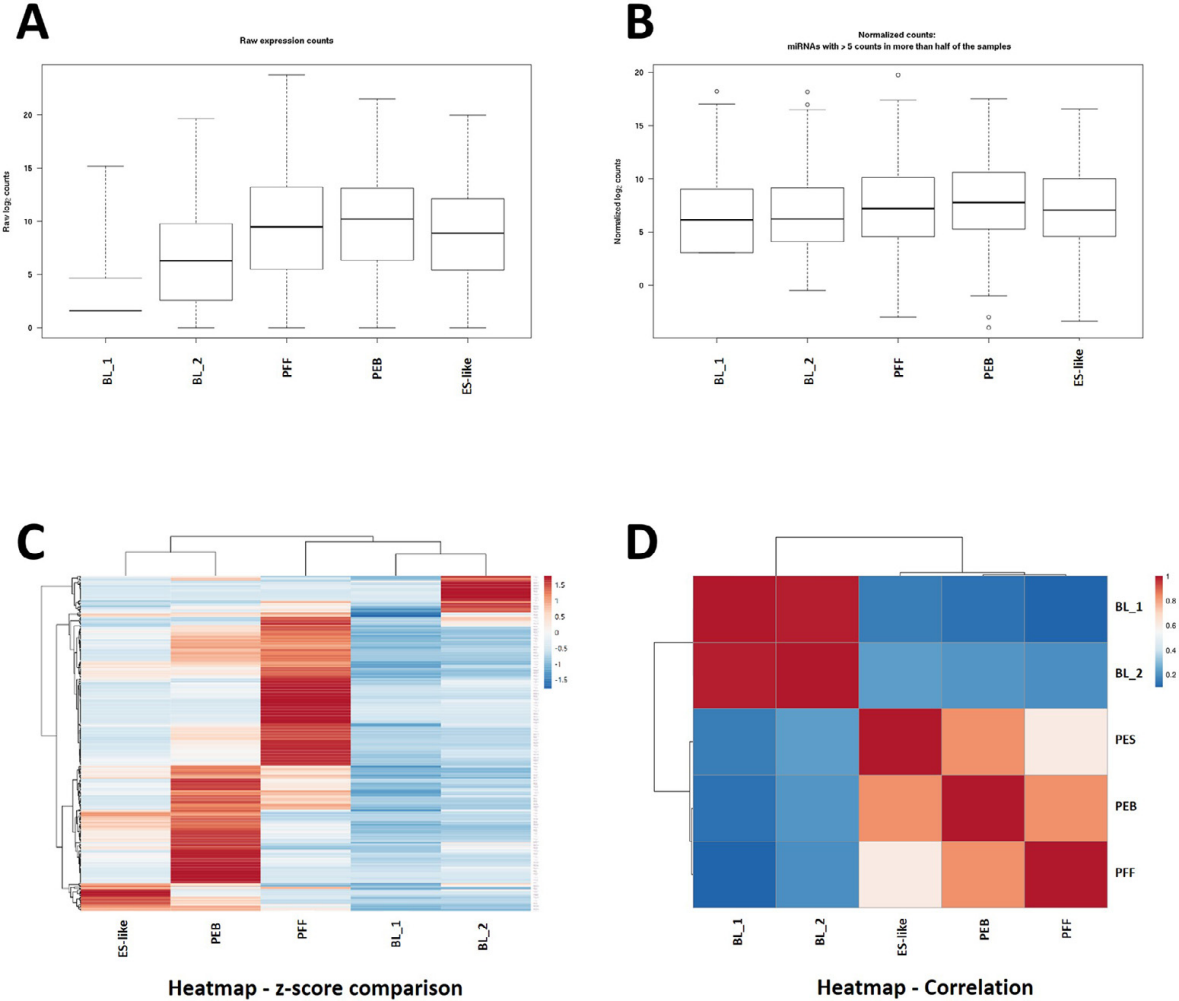
Normalization of samples and heatmaps for sample comparison A. Raw count of miRNA expression in each sample. B. Normalized miRNA expression level of samples. C. Heatmap for z-score comparision. D. Heatmap of correlation among samples.

### 1.3 Comparative analysis miRNAs and target gene prediction

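Z-scores of each of the 327 reported miRNAs were computed over the normalized values of the 5 libraries. The highest value lay in BL_1 for 67 miRNAs, in BL_2 for 52, in ES-like cells for 77, in PEBs for 45 and in PFFs for 86. The Euclidean distance between the z-scores of BL_1 and BL_2 was 18.6. ES-like cells lay at a distance of 18.9 from PEBs, 25.3 from PFFs, 26.9 from BL_2 and 28.9 from BL_1. PEBs lay at 23.3 from PFFs, 25.8 from BL_2 and 27.8 from BL_1.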

Z-scores (Fig. 2C) and correlation coefficients (Fig. 2D) of normalized miRNA expression levels between the samples were calculated and are presented in heatmaps (sheet 1 of Dataset 2). The heatmaps show that the expression patterns of miRNAs in blastocysts and ES-like cells are clustered. 

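Pearson's r was computed across the 327 reported miRNAs on normalized values, with 95% bootstrap intervals over miRNAs, which are not independent replicates. It was 0.988 (0.930 to 0.998) between the replicates BL_1 and BL_2. Between ES-like cells and BLs it was 0.194 on average (0.0598 to 0.633), with 0.155 for BL_1 and 0.232 for BL_2. Between ES-like cells and PEBs it was 0.825 (0.672 to 0.953), and between ES-like cells and PFFs 0.613 (0.197 to 0.933). PEBs and PFFs had an r of 0.829 (0.443 to 0.946). BLs had an average r of 0.172 with PEBs, with 0.131 for BL_1 and 0.213 for BL_2, and of 0.144 with PFFs. The r of ES-like cells with PEBs exceeded their mean r with BLs by 0.632 (0.201 to 0.775), which was larger than the SD of 0.0543 between the BL replicates. The values changed with the scale and when the most abundant miRNAs were left out. On log2(value + 1), r was 0.671 between ES-like cells and BLs and 0.964 between ES-like cells and PEBs, and the difference was 0.293. Without the most abundant miRNA of each library, the r of ES-like cells was 0.738 with PEBs, 0.283 with PFFs and 0.277 with BLs, and that of PEBs and PFFs was 0.621. From heatmaps of such values (Fig. 2C and D), the paper states that blastocysts and ES-like cells are clustered. The r read from its correlation heatmap was 0.2 between BLs and ES-like cells and 0.8 between ES-like cells and PEBs.

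**Figure D1:**
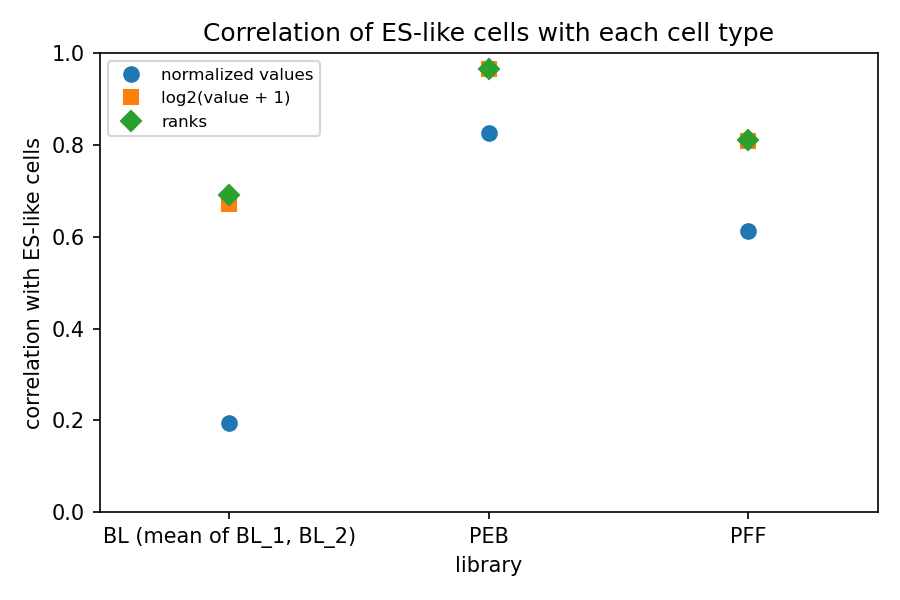
Correlation of ES-like cells with BLs (mean of BL_1 and BL_2), PEBs and PFFs across 327 reported miRNAs (vertical axis, no unit), on normalized values, on log2(value + 1) and on ranks. PEBs had the highest value on each of the 3 scales, 0.825 on normalized values against 0.194 for BLs.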

In many NGS and omics studies, a 2-fold difference is used as a standard to compare targets between samples. We screened miRNAs that were specifically up- or downregulated more than 2-fold in each cell type and pluripotent cells (blastocysts and ES-like cells) or differentiated cells (PEBs and PFFs) (Dataset 3). The comparison conditions are described in sheet 3 of Dataset 3. A total of 72, 28, 19 and 39 miRNAs were filtered from BLs, ES-like cells, PEBs and PFFs, respectively. In addition, 15 and 22 miRNAs were filtered from pluripotent and differentiated cells, respectively (sheet 3 of Dataset 4). 

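Applied to the deposited counts on the authors' scale, the rule gave 72 miRNAs for BLs, 28 for ES-like cells, 19 for PEBs and 39 for PFFs, and each list held the same miRNAs as the supplementary list. To describe counting error, reads were redrawn 1000 times from Poisson distributions. In 95% of the draws, from 64 to 74 miRNAs passed for BLs, 25 to 31 for ES-like cells, 16 to 21 for PEBs and 38 to 45 for PFFs. The miRNAs that passed in at least 95% of the draws were 51 of the 72, 23 of the 28, 15 of the 19 and 37 of the 39. These draws do not include differences between cultures. A count of 0 stayed 0 in every draw, so the draws understate counting error for miRNAs with few reads. For example, ssc-miR-9828-3p passed for BLs in 99.8% of the draws, with 0 reads in BL_1 and 6 in BL_2. Among BL miRNAs with at least 10 reads in each BL library, ssc-miR-371-5p had the highest value, with 36925 reads in BL_1 and 823927 in BL_2 against 197 in ES-like cells, 8 in PEBs and 5 in PFFs. Its mean normalized value in BLs was 15931 times that in ES-like cells. ssc-miR-378 and ssc-miR-7 followed, at 30.7 and 8.17 times their value in ES-like cells, the nearest other cell type. In ES-like cells, ssc-miR-148a-3p had 1020491 reads and was 2.59 times as high as in PEBs, a log2 ratio of 1.38 that fell to 0.71 with TMM, below the 2-fold threshold. ssc-miR-363 and ssc-miR-20b were 3.84 and 4.07 times as high in ES-like cells as in PEBs. In PEBs, ssc-miR-10a-5p was 2.29 times as high as in ES-like cells, ssc-let-7c 2.92 times as high as in PFFs and ssc-miR-146b 2.24 times as high as in BLs. In PFFs, ssc-miR-21 with 14153426 reads and ssc-miR-143-3p with 2747983 reads were 4.71 and 9.64 times as high as in PEBs, and ssc-miR-100 was 8.14 times as high as in ES-like cells. A 4-fold threshold left 6 miRNAs for PEBs and a minimum of 10 reads in every library of the type left 34 for BLs, the largest change of each of these lists among the alternatives.

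**Figure D2:**
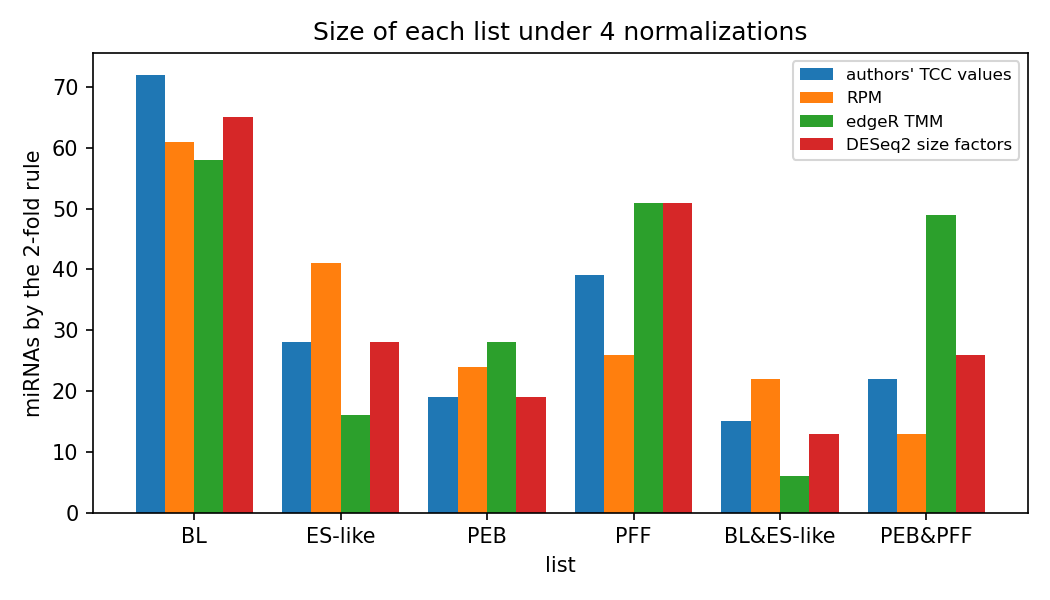
Number of miRNAs passing the 2-fold rule (vertical axis) in each list, for the authors' TCC values, RPM, edgeR's TMM and DESeq2's size factors. The BL list ranges from 58 to 72 miRNAs and the PEB&PFF list from 13 to 49.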

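The rule gave 15 miRNAs higher in both BLs and ES-like cells than in PEBs and PFFs, and 22 higher in both PEBs and PFFs. In 95% of the Poisson draws, from 11 to 16 and from 20 to 28 miRNAs passed. The miRNAs that passed in at least 95% of the draws were 7 of the 15 and 14 of the 22. A count of 0 again stayed 0 in each draw. Of the 15, 4 had at least 10 reads in BL_1, BL_2 and ES-like cells, while all 22 had as many in PEBs and PFFs. The lists changed with the normalization. With TMM, 6 miRNAs passed for the pluripotent cells and 49 for the differentiated cells, and with RPM 22 and 13. ssc-miR-371-5p was also in the BL list, and its value in ES-like cells was 59.3 times that in PEBs. That ratio rested on 8 reads in PEBs. Its log2 of 5.89 fell to 1.71 with a pseudocount of 100, still above the 2-fold threshold. ssc-miR-425-5p and ssc-miR-1285 were 2.15 and 2.01 times as high in ES-like cells as in PFFs. ssc-miR-1285 passed in 56.1% of the draws, and neither of the pair passed with TMM or with DESeq2's size factors. In the differentiated cells, ssc-miR-199b-3p and ssc-miR-199a-3p had 1421755 and 1421725 reads in PFFs. In the same order, they had 168973 and 168970 reads in ES-like cells and 1274666 and 1274657 in PEBs. Each had 22 in BL_1 and 339 in BL_2. Such nearly equal counts in every library argue against separate reads for these names, which are best read as 1 signal. Each name had 3 precursor rows. Both were 3.13 times as high in PEBs as in ES-like cells, and ssc-let-7f was 2.21 times as high in PFFs as in ES-like cells. With RPM, none of the 3 passed, because each was less than 2-fold higher in PFFs than in ES-like cells. The 3 libraries of pluripotent cells were also compared with the 2 of differentiated cells by edgeR's quasi-likelihood test on the 279 miRNAs with more than 5 reads in at least 3 libraries. No miRNA had a Benjamini-Hochberg adjusted p under 0.05, and 21 had an unadjusted p under 0.05. ssc-miR-371-5p had a log2 fold change of 19.47 (standard error 4.77, adjusted p = 0.478 from edgeR's quasi-likelihood test), and was higher in 3 of 3 pluripotent libraries. The test covered 9 of the 15 and all 22 listed miRNAs, and each was fitted in the direction of its list. Adjusted over the list alone, 1 of the 9 and 0 of the 22 had a p under 0.05, which is not independent evidence because the lists were chosen on these libraries. DESeq2 called 14 miRNAs, of which 3 were in the list of pluripotent cells and 1 in that of differentiated cells. All 13 called higher in pluripotent libraries were in the BL list, 10 of them in no other list. Without the library of ES-like cells, edgeR called 16.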

Target genes of the screened miRNAs were predicted (sheet 1 of Dataset 4). Functional annotation was performed, and the GO terms and KEGG pathways are listed on sheets 2–9 of Dataset 4. Tools and references for data analysis are described in the Supplementary document. A diagram of the overall workflow is shown in Fig. 3.

**Fig. 3:**
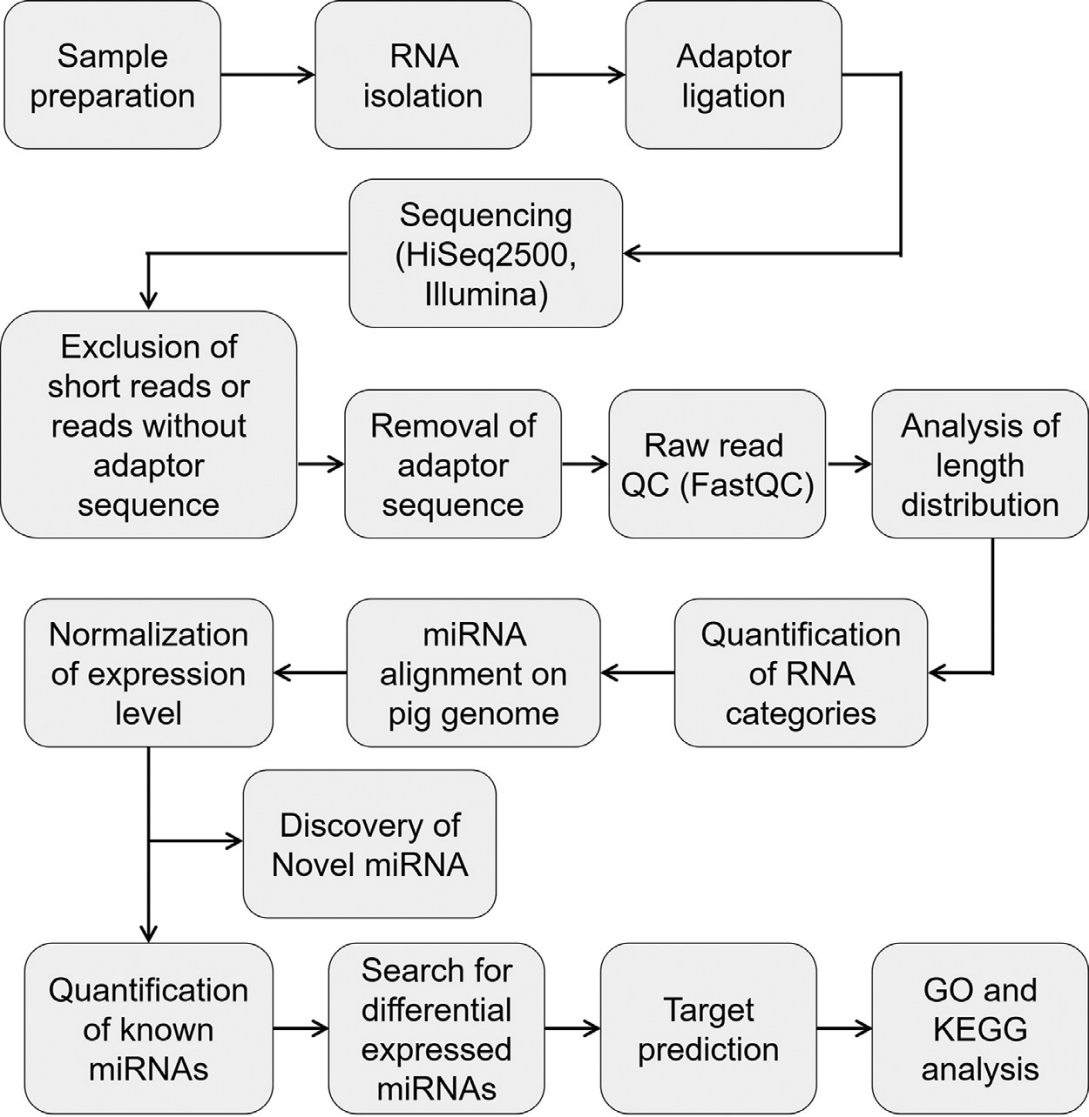
Workflow of miRNA-sequencing and data analysis.

**Table:** Tools

Tools			
Name	Version	Description	
FastQC	0.10.1	Checks quality of the sequence data	
Cutadapt	1.10	Finds and removes adapter sequences	
miRDeep2	2.0.0.7	A software package for identification of novel and known miRNAs based on deep sequencing data	
Bowtie	1.1.1	An ultrafast, memory-efficient short read aligner	
Samtools	1.2	An umbrella organization encompassing several groups working on formats and tools for next-generation sequencing	
HTSeq	0.6.1p1	Counts reads in features (for quantification)	
VCFTools	v0.1.11	Can be used to perform operations on VCF files	
edgeR	3.10.2	Empirical analysis of digital gene expression data in R	
TargetScanHuman	7.2	Predicts target genes of miRNAs	

References			

Name	Version	Description	Website

Genome build	Ensembl 72 (S_scrofa)	Fasta format sequences of genome	http://jun2013.archive.ensembl.org
Geneset	Ensembl 72 (S_scrofa)	Gtf format file of reference release set	http://www.ensembl.org http://www.gencodegenes.org
Mature	21	Fasta format sequences of all mature miRNA sequences	http://mirbase.org/ftp.shtml
Hairpin	21	Fasta format sequences of all miRNA hairpins	http://mirbase.org/ftp.shtml
Genome coordinates	21	Gff3 format file of miRNA coordinates	http://mirbase.org/ftp.shtml

## 2 Experimental Design, Materials and Methods

### 2.1 Animal care

A pregnant sow was purchased from a local animal farm. The sow was taken care of exclusively by the farm and sacrificed 30 days after artificial insemination at a nearby slaughterhouse under approval by the Korean government.

### 2.2 Preparation of in vitro produced embryos

Production of embryos was conducted according to our previous report [1]. The ovaries of prepubertal gilts were collected from a local slaughterhouse. Follicular fluid and cumulus-oocyte-complexes (COCs) were aspirated from the ovaries using an 18-gauge needle. Sediments were washed with TLH-PVA medium, and selected COCs with compact cumulus were cultured in TCM199 medium (Life Technologies, Carlsbad, CA, USA) supplemented with 10  ng/mL epidermal growth factor, 1  mg/mL insulin, and 10% porcine follicular fluid for 44 hours at 39.8 °C at 5% CO2 and 100% humidity. The COCs were treated with gonadotropins (equine chorionic gonadotropin and human chorionic gonadotropin, Intervet, Cambridge, UK) for the first 22 h and then matured in the absence of hormones. For parthenogenetic activation, cumulus-free oocytes were electroactivated in activation medium (280 mM mannitol, 0.01 mM CaCl2 and 0.05 mM MgCl2) with an electric pulse (1.0 kV/centimeter for 60 ms) using a BTX Electro-cell Manipulator (BTX, CA, USA). Immediately after electroactivation, the zygotes were cultured in porcine zygote medium 3 (PZM3) supplemented with 2 mmol/L 6-dimethylaminopurine (6-DMAP) for 4 h. Subsequently, the zygotes were cultured in PZM3 without 6-DMAP for 7 days. Hatched embryos were transferred to RNAlater and stored until RNA isolation.

### 2.3 Isolation and in vitro culture of pig fetal fibroblasts

Pig fetal fibroblasts (PFFs, mixed breed) were obtained from approximately 30-day-old fetuses after artificial insemination. The head, limbs, and internal organs were removed. The remaining tissue was minced and cultured in DMEM (Welgene, Korea) supplemented with 10% fetal bovine serum (FBS; collected and processed in the United States; Genedepot, TX, USA), 1 × Glutamax (Gibco), 0.1 mM β-mercaptoethanol (Gibco), and 1 × antibiotic/antimycotic (Gibco).

### 2.4 In vitro culture of pig embryonic stem-like cells

Pig embryonic stem-like (ES-like) cells were derived and cultured according to our previous studies [2]. The ES-like cell media medium of a 1:1 mixture of Dulbecco's modified Eagle's medium (DMEM) and Ham's F10 media containing 15% fetal bovine serum (FBS; collected and processed in the USA), 2 mM Glutamax, 0.1 mM β-mercaptoethanol, 1 ´ MEM nonessential amino acids, 1 ´ antibiotic–antimycotic (all from Gibco, USA), 40 ng/ml human recombinant stem cell factor (hrSCF; R&D Systems, USA) and 20 ng/ml human recombinant basic fibroblast growth factor (hrbFGF; R&D Systems). The medium was changed every 24 h, and all cells were cultured in humidified conditions with 5% CO2 at 37 °C. ES-like cells were subcultured every 5–7 days using pulled glass pipettes. Expanded colonies were detached from the feeder cells and dissociated into small clumps. These clumps were transferred to new feeder cells consisting of mitomycin-C-treated (Roche, Germany) mouse embryonic fibroblasts.

### 2.5 Formation of embryoid bodies from pig ES-like cells

Cultured ES-like cell colonies were detached from feeder cells, and the colonies were mechanically dissociated into small clumps. Suspension cultures of these clumps were obtained using the hanging-drop method for 5–6 days with ES-like cell media in the absence of cytokines. After hanging-drop culture, small clumps were aggregated and formed embryoid bodies.

### 2.6 Isolation and sequencing of miRNAs

miRNAs were isolated from samples using the mirVANA miRNA Isolation Kit following the manufacturer's instruction (Invitrogen, Carlsbad, CA, USA). After validation of extraction (RNA concentration, optical density ratio, 28S:18S ratio, etc.), adapters were applied to the RNA, and RNA libraries were prepared using NEXTFLEX® Small RNA-Seq Kit v3 for Illumina® Platforms. RNA sequencing was performed using HiSeq2500 (Illumina).

### 2.7 Analysis of the sequencing data

All of the program-based analysis was conducted by LifeGenomics. The quality of the reads was checked with the FastQC program. Reads without adapter sequences and with long lengths were trimmed out using Cutadapt [4]. All RNA reads were aligned and quantified with Bowtie [5], Samtools and HTSeq [6]. To evaluate the quality of the miRNA-seq data and utilize the information for other captured small RNAs, all RNAs were quantified as defined in ENSEMBL/GENCODE annotations [7]. For normalization of the miRNA read counts within samples, Tag Count Comparison (TCC) was used (an R package using for tag count comparison) [3]. All miRNA reads were categorized as reported or novel miRNAs using miRDeep2 based in miRBase [8,9].

### 2.8 Sample-specific miRNAs

To compare miRNA expression levels between samples, the expression levels of miRNAs were considered high when they were 2-fold higher in one sample than the other. 

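The BL replicates differed in depth, and each was tested alone against the other cell types. Of the 72 miRNAs higher by more than 2-fold in the mean of BL_1 and BL_2, 51 passed in both libraries, 8 in BL_1 only and 13 in BL_2 only. Of the 21 that passed in 1 library only, 18 had fewer than 10 reads in BL_1, against 20 of the 51 that passed in both. 10 of the 18 had no read in BL_1 and could not pass there. Among miRNAs with a read in BL_1, it was 8 of 11 against 20 of 51 (Fisher's exact test, two-sided, p = 0.0529). In all, 38 of the 72 had fewer than 10 reads in BL_1 and 24 had at most 2, and 2 had no read in BL_2. With BL_2 in place of the mean, 71 miRNAs passed, 64 of them among the 72. With BL_1 in place of the mean, 66 passed, 59 of them among the 72.

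**Figure D3:**
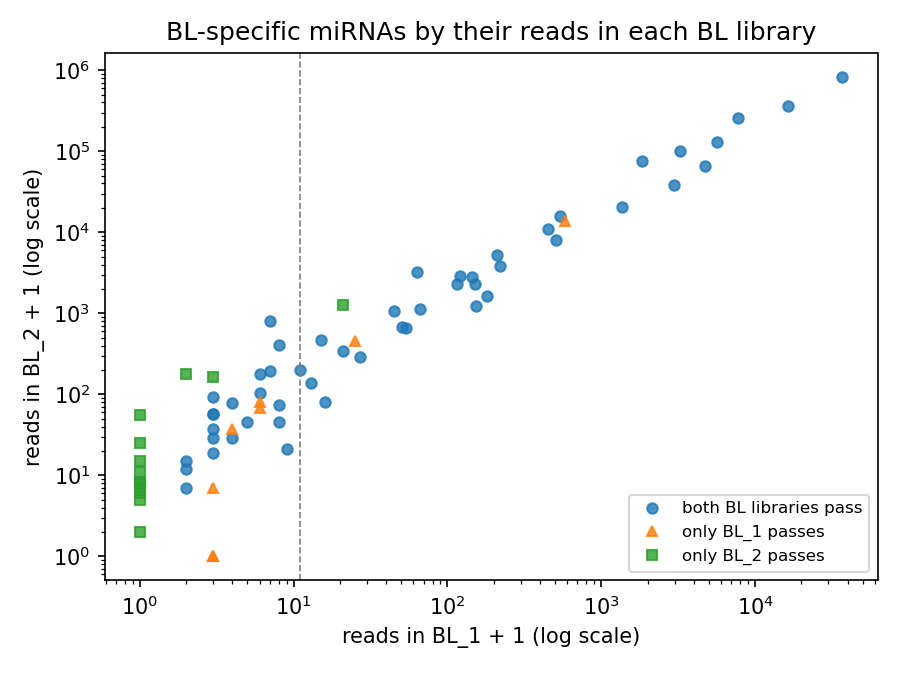
Reads in BL_1 (horizontal axis) and BL_2 (vertical axis) of the 72 miRNAs, each plus 1 and on a log scale. Symbols show which BL library passed the rule alone, and the dashed line marks 10 reads in BL_1, below which 38 of the 72 miRNAs lie.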

Before the comparison, the average level in the BL samples was used as representative value. First, miRNAs that were expressed at a higher levels in a specific sample than all of the others were listed (sheet 3 of Dataset 2). Then, 72, 28, 19 and 39 miRNAs were sorted in BL, ES-like, PEB and PFF samples, respectively. Second, we compared pluripotent (BL and ES-like) and differentiated (PEB and PFF) samples. miRNAs with relatively high expression levels were listed. Conditions of selection are also described on sheet 3 of Dataset 2. The target genes of the sample-specific miRNAs were predicted with TargetScanHuman based on human data (sheet 1 of Dataset 3). GO enrichment and KEGG pathway analyses were conducted for the target gene data. Detection scores of each miRNA for each sample are provided in Dataset 3 (sheets 2 to 9). Levels 2, 4, 6, 8 and 10 were used for GO term counting.

## Ethics Statement

Animal care and experimental use of samples were approved by the Institutional Animal Care and Use Committee (IACUC) of Seoul National University (Approval no. SNU-140,328–2).

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have, or could be perceived to have, influenced the work reported in this article.

How the deposited data were processed for this re-analysis (not part of the article)

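Small RNA libraries of pig blastocysts (BL_1 and BL_2), ES-like cells, PEBs and PFFs were compared, with 2 libraries for BLs and 1 for each other cell type. Libraries were assigned to cell types by the submitters' labels and the sample sheet of the paper.

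The authors left out short reads and reads without adapter, trimmed the rest with Cutadapt, aligned them with Bowtie to the pig genome of Ensembl release 72 and counted miRNAs of miRBase with miRDeep2. The deposited table of reported miRNAs holds raw counts, 1 column per library, and the authors' handling of reads that match several precursors is not stated in the text searched. The deposited table of predicted miRNAs outside miRBase holds raw read counts and the miRDeep2 score of each predicted locus. In it, 33 cells held 2 counts of overlapping predictions, of which the larger was used, and 1 row without any count was left out. 5 further text columns, which repeat locus names for each library, were not used. 1 row of the table of reported miRNAs occurred a second time and was summed as it stands, as in the authors' values.

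Depth ranged from 113743 mature miRNA reads in BL_1 to 27071931 in PFFs. The design had assumed that the deposited values would be normalized. They were counts, so the authors' TCC-normalized values were rebuilt as counts times the value of 1 read in each library, derived from the supplementary table. The 2-fold rule of the paper was applied to these values with BLs as the mean of BL_1 and BL_2, with 1000 Poisson draws for counting error. Pearson's r was computed across 327 reported miRNAs with 1000 bootstrap draws. Shares of reads have 95% Wilson intervals.

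The 3 libraries of pluripotent cells and the 2 of differentiated cells were compared with edgeR 4.0.16 (quasi-likelihood test, TMM, Benjamini-Hochberg adjustment, adjusted p threshold 0.05) in R 4.3.3, with limma 3.58.1 and DESeq2 1.42.0 as alternatives. The libraries of a group are of different cell types, and PEBs were made from ES-like cells, so the spread within a group includes such differences. DESeq2 was first run with a local dispersion fit by oversight. It is reported with its default fit, and the local fit is given beside it as a setting chosen after seeing the data.

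The edgeR step was tested on simulated counts of 279 miRNAs, 50 of them changed by a log2 fold change of 4, and recovered 50 with 1 false call at a dispersion of 0.05. With miRNAs drawn again to 1000 and 200 of them changed, 193 were recovered with 7 false calls. At the common dispersion of these libraries, 1.27, the same steps recovered 0 of 50 and 7 of 200. At that dispersion, most simulated changes of this size were missed.

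The miRNAs named in the text are, in each list, the 3 with the highest mean normalized value among those with at least 10 reads in every library of that list, the members of 6 marker lists, ssc-miR-122 and the most abundant miRNA of each library. Medians of log2 ratios of the marker lists (pluripotency-associated clusters, let-7 family, mesenchymal and fibroblast-associated, liver-associated, skeletal muscle-associated and blood cell-associated) used a pseudocount of 100 and were ranked among 10000 random lists matched on mean expression. The tests, rules and most alternatives were set before the data were examined, although the paper's supplementary table of normalized values had been read by then. Alternatives were other normalizations, filters, pseudocounts, thresholds, correlation scales and the omission of single libraries. The largest precursor count in place of the sum, counting identical names once, BL_2 alone together with a minimum of 10 reads, and the local fit were chosen after seeing the data. Target genes and annotation terms were not analysed here, and the other RNA classes were not analysed here. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.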

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

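The tests below were all chosen after the read counts had been seen. The paper's lists of cell type-specific miRNAs hold reported miRNAs only. 10 of the 783 predicted loci outside miRBase had reads equal to more than 1% of the mature miRNA reads of a library, far above the limit of 3 counts, and none is in those lists. Coordinates are on the pig genome of Ensembl release 72.

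The largest lay on chromosome 8 from 115200079 to 115200140, with 27970 reads in BL_1, 497400 in BL_2, 3980216 in ES-like cells, 1751630 in PEBs and 24 in PFFs. In ES-like cells it had more reads than any reported miRNA. It was 1 of 5 predicted loci within 671 bases. The locus from 115200392 to 115200451 was predicted in BL_2 only, with 316275 reads and a miRDeep2 score of 2. The score of the largest locus was 253587.8 in BL_2. The locus from 115200553 to 115200622 had 145229 reads in ES-like cells, 57516 in PEBs, 9049 in BL_2 and 283 in BL_1. Counts on scaffold GL894213.2 were equal or nearly so, with 3980216 reads in ES-like cells from 16004 to 16065, 316275 in BL_2 from 15693 to 15752 and 145183 in ES-like cells from 15524 to 15591. Of 188 predicted loci with at least 100 reads, 29 had the same counts in every library as another locus, so these copies may stand for the same reads. If the reads of the largest locus were split between its copies, it would still equal 31.2% of the mature reads of ES-like cells. This is above the share of ssc-miR-148a-3p, so double counting alone would not account for its rank there. The split cannot bear on differences between libraries, because both copies had the same count in each.

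Library depth and feeder cells were weighed for the same loci. Relative to mature reads, the largest locus stood at 24.6% in BL_1, the library with the fewest reads, between 62.5% in ES-like cells and 11.1% in PEBs, which argues against depth. BLs had no feeder cells and stood at 17.9% in BL_2, which argues against mouse feeder cells as the whole cause, though a part of the reads of ES-like cells may still come from them. A candidate explanation is that the loci are the cluster of miR-302 and its neighbours, of which the reported table holds 0 names. The tables give no locus sequences, so this stays open, as does a difference in expression between pluripotent and differentiated cells, for which PEBs and PFFs each had 1 library. The order of BLs and PEBs depended on the scale. In the authors' values for predicted loci, 1 read was worth 14.1 units in BL_1, 0.932 in BL_2 and 0.607 in PEBs. There the largest locus was lower in both BL libraries than in PEBs. It did not pass the rule for pluripotent cells on that scale, in RPM or with TMM.

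The other 4 loci were predicted in BLs only. The locus on chromosome 7 from 22174545 to 22174609 had 1350 reads in BL_1 and 3970 in BL_2, and the locus on scaffold GL895275.1 from 7936 to 8000 had 1352 in BL_1. The locus on chromosome 7 from 41355712 to 41355767 had 43466 reads in BL_2 with a miRDeep2 score of 1.8, and the locus on chromosome 9 from 52977572 to 52977666 had 3605 reads in BL_1 with a score of 1.6. Apart from the first, each was predicted in a single BL library. No biological explanation was tested for these loci.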

How the results depend on the processing

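The sizes of the BL, PEB and PFF lists were within 1.5 times their main value under each of the 3 other normalizations, and each of the other lists left that range under at least 1 of them. With TMM, 16 miRNAs passed for ES-like cells, 6 for the pluripotent and 49 for the differentiated cells, of which 16, 6 and 22 were in the lists on the authors' scale. Compared with the authors' scale, the TMM factors lower the 3 libraries of pluripotent cells against PEBs and PFFs. With RPM, 13 passed for the differentiated cells. Relative to PFFs, the authors' values were 0.569 times RPM in ES-like cells, so RPM lowers PFFs against ES-like cells. A minimum of 10 reads in every library of the type left 34 miRNAs for BLs and 4 for pluripotent cells, the filter on more than 5 reads left 9 for pluripotent cells, and a pseudocount of 100 left 3. By construction, the read filters remove miRNAs with few reads, while the pseudocount shrinks ratios. The pseudocount also lowered the log2 ratio of ssc-miR-1285, with from 153 to 1238 reads in the libraries, from 1.01 to 0.85. With BL_2 alone for BLs and a minimum of 10 reads, chosen after seeing the data, 60 passed for BLs and 8 for pluripotent cells. With a 4-fold threshold, 45, 9, 6 and 24 miRNAs passed for BLs, ES-like cells, PEBs and PFFs, 5 for pluripotent and 2 for differentiated cells. Summing BL reads, requiring both BL libraries, leaving out BL_1 or BL_2, and 2 added settings (largest precursor count, identical names counted once) kept the size of each of the 6 lists within 1.5 times. Names were counted once only where their counts were exactly equal in every library, so ssc-miR-199a-3p and ssc-miR-199b-3p were both kept. Of the values that a setting changed for the 18 named entries of the lists, 81 stayed above 2-fold and 9 fell below it, for 6 of the entries, and none changed direction. In 54 other cases the setting left the ratio as it was, and these say nothing about stability.

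ES-like cells had a higher correlation with PEBs than with BLs under each of the 7 alternatives. On log2(value + 1), r was 0.884 between BL_1 and BL_2, 0.671, 0.654 and 0.619 between BLs and ES-like cells, PEBs and PFFs, 0.964 between ES-like cells and PEBs, and the difference was 0.293. On log2(value + 100), the values for BLs were 0.709, 0.702 and 0.637, that of ES-like cells and PEBs was 0.963, and the difference was 0.253. Spearman's rho was 0.919 between BL_1 and BL_2, 0.690, 0.678 and 0.639 for BLs, 0.965 for ES-like cells and PEBs, and the difference was 0.274. Without the most abundant miRNA of each library, r was 0.277, 0.183 and 0.0506 between BLs and ES-like cells, PEBs and PFFs, 0.738 between ES-like cells and PEBs, 0.283 between ES-like cells and PFFs and 0.621 between PEBs and PFFs, and the difference was 0.461. The r of ES-like cells with PFFs was then close to that with BLs. The cause was not tested.

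At 10 reads, 120 reported miRNAs were detected in BL_1. Thinned to the depth of BL_1, predicted loci numbered 203 in BL_2, 113 in ES-like cells, 91.0 in PEBs and 67.1 in PFFs, against 44 in BL_1. By construction, thinning can only lower such counts. A thinned locus was counted with at least 1 read left and was not predicted again. The 44 loci of BL_1 were predicted at that depth, and all 44 had at least 5 reads. The thinned numbers thus rest on a looser criterion and do not show an excess over BL_1.

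The comparison of pluripotent with differentiated libraries gave 0 miRNAs in 9 of its 12 alternatives, with from 7 to 38 at an unadjusted p under 0.05. DESeq2 gave 14 (13 higher and 1 lower in pluripotent libraries, with 27 adjusted p-values not given) and, with a local dispersion fit chosen after seeing the data, 35 (24 higher and 11 lower). The cause was not tested. Across fits that each left out 1 library, calls ranged from 0 without BL_1 or BL_2 to 16 without ES-like cells. Leaving out PEBs or PFFs was not run, since 1 library would remain. Of the 10 splits of the libraries into 3 and 2, setting BL_1 and BL_2 against the rest gave 31 miRNAs, ES-like cells and PEBs against the rest gave 1, and the other 8, the split of the paper included, gave 0. With 10 splits no share under 0.05 can be reached. No paired analysis was possible because only BLs had a replicate number above 1.

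Medians of the marker lists were compared with the SD between BL_1 and BL_2, or with a bootstrap interval over list members where no BL library entered. Under other pseudocounts and normalizations, 89 medians stayed within this spread, 50 moved and 5 changed sign. The values without BL_1 or BL_2 make up the SD themselves, so they were not counted. With a pseudocount of 1, the medians of ES-like over BL were 4.25 for pluripotency clusters, 4.78 for mesenchymal, 3.24 for liver, -0.90 for muscle and 1.68 for blood. PEB over BL gave 3.76 for pluripotency clusters, 3.62 for let-7, 5.45 for mesenchymal, 1.78 for liver, -0.98 for muscle and -1.37 for blood. PFF over BL gave 6.92 for mesenchymal, -0.82 for liver and -2.77 for blood. PFF over ES-like gave -3.54 for blood. PFF over PEB gave -1.98 for blood. With a pseudocount of 10, the medians of ES-like over BL were 4.18 for pluripotency clusters, 4.74 for mesenchymal, 2.75 for liver, -0.87 for muscle and 1.32 for blood. PEB over BL gave 3.74 for pluripotency clusters, 3.61 for let-7, 5.30 for mesenchymal, 1.37 for liver, -0.84 for muscle and -1.07 for blood. PFF over BL gave 6.71 for mesenchymal and -1.63 for blood. PFF over ES-like gave -2.34 for blood. With RPM, the medians of PEB over BL were 3.19 for pluripotency clusters, 1.42 for liver and -0.29 for muscle. PFF over BL gave -0.25 for pluripotency clusters, 5.78 for mesenchymal and -0.80 for liver. PFF over ES-like gave 0.33 for let-7 and 1.76 for mesenchymal. PFF over PEB gave -0.44 for let-7 (sign changed). ES-like over BL gave 3.75 for mesenchymal and 3.05 for liver. With TMM, the medians of PEB over ES-like were -0.21 for pluripotency clusters, 2.24 for let-7, 1.35 for mesenchymal and 0.12 for blood (sign changed). PFF over ES-like gave -1.79 for pluripotency clusters and 0.048 for muscle (sign changed). PEB over BL gave 3.18 for pluripotency clusters, 1.46 for liver and -0.26 for muscle. PFF over BL gave 0.42 for pluripotency clusters (sign changed), 2.87 for let-7, 6.47 for mesenchymal, -0.045 for liver and 0.0093 for muscle (sign changed). Leaving out BL_1 or BL_2 in turn moved or reversed these medians of the marker lists, from 2.54 to 3.10 for pluripotency clusters (PEB over BL), from 0.022 to 0.20 for pluripotency clusters (PFF over BL), from 2.77 to 3.38 for mesenchymal (ES-like over BL), from -0.49 to 0.0073 for muscle (PFF over BL), from -0.64 to 0.096 for blood (PEB over BL) and from -0.76 to 0.029 for blood (PFF over BL). The cause was not tested. A median that changed sign under an alternative sets no direction for its list.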

Differences from the paper's values

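The paper's supplementary summary gives 27071931 mature miRNA reads for ES-like cells and 6372500 for PFFs, while the deposited counts sum to 6372500 in ES-like cells and 27071931 in PFFs. Its precursors with at least 5 reads number 348 in ES-like cells and 336 in PFFs, against 337 and 349 in the deposited counts. In BL_1, BL_2 and PEBs they number 183, 311 and 350, against 183, 312 and 351. Its reported miRNAs number 193 in BL_1, 231 in BL_2, 268 in ES-like cells, 259 in PEBs and 277 in PFFs. The deposited counts give 215, 275, 309, 306 and 315 with a read. Its predicted loci number 44, 366, 249, 257 and 324, against 44, 352, 241, 251 and 314. None of the alternatives set before the data were examined applies to the totals of mature reads. With each miRNA at its largest precursor count, 82.4% of the reads of ES-like cells and 87.4% of those of PFFs were left.

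The highest normalized value is about 18 on the log2 scale for BL_1, BL_2 and PEB, about 17 for ES-like and about 20 for PFF in Fig. 2B, read by eye with a reading error of 0.5. The authors' values in the supplementary table gave 22.01, 21.73, 20.54, 20.25 and 22.77 in the same order. On the scale of edgeR's TMM, per 1000000 reads, which was among the alternatives set before the data were examined, they were 18.23, 18.18, 17.54, 16.58 and 19.77, and each lay within the reading error. RPM gave 18.31, 18.18, 17.53, 17.29 and 19.00, outside it for PFF only, and DESeq2's size factors gave 20.49, 20.22, 19.04, 18.77 and 21.52, outside it for each library.

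The paper describes BLs and ES-like cells as clustered in its heatmaps. In its correlation heatmap, r was read as 0.2 between BLs and ES-like cells and 0.8 between ES-like cells and PEBs. These lie close to the values computed here, so the difference is from the paper's description and not from its correlations. On normalized values, ES-like cells had an r of 0.825 with PEBs and a mean r of 0.194 with BLs, and their z-scores lay at a distance of 18.9 from PEBs and at 26.9 or more from the BL libraries. None of the alternatives set before the data were examined gave ES-like cells a higher correlation with BLs than with PEBs.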

Other observations

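The explanations weighed in this part, and their tests, were chosen after the values had been seen. The marker lists and the omission of BL_1 had been set before the data were examined. The totals of ES-like cells and PFFs are exchanged between the supplementary summary and the deposited counts. An exchange of the deposited columns is argued against by the summary itself. The total it gives for ES-like cells, even with each miRNA at its largest precursor count (23669692 reads), is 110% of the 21458360 aligned reads it gives for these cells. The labels of the deposited table were therefore kept.

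BLs had the longest list of the 4 cell types. Few reads in BL_1 are argued against as its whole cause, since 71 miRNAs passed with BL_2 alone, against 39 for PFFs. With at least 10 reads in every library of the type, 34 miRNAs passed for BLs and 35 for PFFs, so BLs no longer had the longest list. This filter counts reads in BL_1 too, and with BL_2 alone and the same minimum 60 passed for BLs and 35 for PFFs. For the 21 miRNAs that passed in only 1 BL library, counting error of BL_1 may be considered and stays open. Without the miRNAs that had no read in BL_1, which cannot pass there, 8 of 11 had under 10 reads in BL_1, against 20 of the 51 that passed in both (Fisher's exact test, two-sided, p = 0.0529). A difference between the pools of embryos stays open and was not tested.

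ssc-miR-122 had been taken for the most abundant miRNA of ES-like cells when the miRNAs to name were chosen, although the counts give ssc-miR-148a-3p. It had 643647 reads (101004 RPM) in ES-like cells, 857419 (54096 RPM) in PEBs, 201 (1767 RPM) in BL_1, 2328 (837 RPM) in BL_2 and 112 in PFFs. Carry-over of fetal bovine serum, which was in the medium of ES-like cells, PEBs and PFFs, may be weighed by the 4.14 RPM in PFFs. Both BL libraries stood higher than PFFs, although the paper lists no such serum for the culture of embryos. PFFs are a single library with another serum content, so these values do not exclude the explanation. Liver RNA, or a differentiation towards such a fate, may raise the liver-associated list as a whole, whose median in ES-like cells over BLs lay at the 99.3 percentile of random lists. Its members include ssc-miR-122 itself and ssc-miR-148a-3p, and 1 library of ES-like cells cannot tell these apart.

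The authors normalized predicted loci apart from reported miRNAs, and 1 read of a predicted locus was worth 0.603 units in ES-like cells and 0.607 in PEBs. On that scale, with no prediction taken as 0 reads, 6 predicted loci outside miRBase passed the rule for pluripotent cells with at least 10 reads in BL_1, BL_2 and ES-like cells, and 5 of them lay on chromosome X. None of the 6 was predicted in PFFs, so no count sets them against PFFs. The 4 from 137160439 to 137237170 had from 1769 to 8307 reads in ES-like cells and from 5 to 20 in PEBs. Their ratios of ES-like cells over PEBs were from 176 to 552 on that scale and from 440.0 to 1383 in RPM. This argues against the number of X chromosomes as the whole cause of the difference from PEBs at these 4 loci, because PEBs came from the same cells and the rule asked only for 2-fold. The fifth locus, from 108691616 to 108691691, had a ratio of 2.96 on that scale and 7.42 in RPM. It was chosen for being higher in ES-like cells, so the number of X chromosomes stays open there. A loss of expression on differentiation may be considered for the loci, as a hypothesis, and PEBs had 1 library.

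Median log2 ratios of the marker lists are given with their percentile among random lists in brackets, as a description of these libraries, in the order ES-like over BL, PEB over ES-like, PFF over ES-like, PEB over BL, PFF over BL and PFF over PEB. For the 12 members of the pluripotency-associated clusters list, they were 3.25 (99.9), -0.83 (0.58), -2.37 (0.12), 2.71 (99), -0.071 (56.1) and -1.84 (1.14). For ES-like over BL, 10 of the 12 members were above 0. ssc-miR-371-5p went the other way, at 15931 times its value in ES-like cells in BLs. The list held no miR-302 name, and the random lists were not matched on membership of a cluster. For the 9 members of the let-7 family list, they were 1.33 (73.9), 1.61 (100), 1.15 (91.4), 2.63 (95.9), 2.21 (93.9) and 0.33 (74.5). For the 17 members of the mesenchymal and fibroblast-associated list, they were 3.22 (98.8), 0.80 (95.5), 2.57 (100), 4.07 (99.9), 6.11 (100) and 2.10 (100). For the 8 members of the liver-associated list, they were 2.40 (99.3), -0.73 (0.35), -3.05 (0.02), 0.82 (95.2), -0.65 (9.97) and -1.47 (0.33). For the 8 members of the skeletal muscle-associated list, they were -0.31 (12.7), 0.11 (94.6), -0.022 (61), -0.54 (4.99), -0.23 (24.7) and 0.29 (93.9). For the 6 members of the blood cell-associated list, they were 0.42 (83.7), -0.089 (35.6), -0.66 (0.57), -0.35 (44.2), -0.43 (35.4) and -0.29 (9.96).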
